A study of Homo sapiens with 10 samples.

How the data were processed

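CUT&RUN libraries for H3K9me3 and for SOX2 were made from BJ fibroblasts after control or ERH siRNA, per the labels' protocols. The antibodies, the pA/G-MNase digestion and the phenol-chloroform purification are described there. Neither the labels nor the file state the aligner, the peak caller and its threshold, any control library, the genome build or how the replicates were merged.

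The deposited file is a list of regions with 6 columns and no header. The columns hold the chromosome, the start and end, a whole-number score, a running number that is 1 in nearly every row, and 1 letter that is the same throughout. The authors deposited the score without naming its unit. It grows with region length, as a signal summed over a region would, and it was used only to describe, rank and filter regions within the list. Because the labels attach the list to all 3 ERH knockdown H3K9me3 samples and its name calls it merged, it was treated as 1 pooled list with no replicates. No per-sample columns were present, so no test between knockdown and control, no leaving out of a replicate and no paired fit was possible. Sequencing depth is unknown, and the list cannot give the precision of any signal.

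The contig names in the list carry versioned accessions of GRCh38 contigs, and the coordinates were taken as GRCh38. Genes came from a RefSeq table of GRCh38.p14 with gene names, types and positions, without strand, exons or sequence. Overlaps with it were checked by shifting the list (the closing section gives the counts). Coordinates printed are those of the authors' regions, 1-based. All 10 gene sets were matched in the table: every symbol of the 4 hand-written lists was found, and the other sets were defined by symbol patterns. The zinc finger set takes symbols that start with ZNF, ZFP, ZSCAN or ZKSCAN and a number, and includes any gene so named that lacks a C2H2 domain.

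A gene counted as overlapping when its body shared at least 1 bp with a region. In the rotation test, a circular permutation test, each chromosome was made a ring and the whole list was turned by a random amount, 10000 times. No table of chromosome lengths or assembly gaps was used here, so each chromosome ended at its last gene or region, and stretches of at least 1 Mb with neither a gene nor a region were taken out as a stand-in for gaps. This left 2889 Mb in the rings and took out 198 Mb. The two-sided p is the share of rotations at least as far from the rotation mean as the observed value, with the observed list counted once, so the smallest p is 0.0001. Benjamini-Hochberg adjustment was over the 10 gene sets. Gaps between neighbouring regions were tested against 1000 lists with each region placed at random on its chromosome, and the correlation of length and score against 100000 permutations. Shares of genes have Wilson 95% intervals, and a count of 0 is given with the share that 3 counts would make. All were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

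The procedures were tested on simulated data. In 100 lists made by rotating the real regions, so that no excess was present, the rotation test called 4 at a p under 0.05 with 199 rotations each. In 10 such lists with regions planted in 200 of the 566 zinc finger genes, it called 10. The lists were made by the same rotation that the test uses. The first result thus checks the calculation and not whether rotation is a fair comparison for real chromatin. Only the zinc finger set was simulated, with a large planted excess, so power for smaller sets or smaller differences was not tested. The covered-base arithmetic differed from a base-by-base count in 0 of 500 checks. The gap test called 1 of 20 uniformly placed lists, and the correlation test 0 of 20 unrelated pairs of values.

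The tests, the gene sets and most alternatives were fixed before the data were examined. The rule for named genes was fixed then too: ERH and SOX2, the 5 longest regions, the 3 most covered genes of at least 5 kb in each gene set past the threshold, and up to 15 overlapping genes of the meiotic, hepatocyte and pluripotency lists. Not every gene that this rule selects is reported here. The alternatives were a minimum region length of 2 kb, joining regions within 5 kb, keeping the regions with a score at or above the median, leaving out chromosome 19, autosomes and X only, independent uniform placement, rings without stretches that hold no region, a covered share of at least 10%, all annotated genes, and a distance of 2 Mb from the ends. Leaving out split pieces and leaving out regions above 20 score units per base pair were added after the data were seen. Rings without stretches that hold no region took out such stretches of at least 1 Mb. Genes lying wholly within them were dropped, so that alternative also changes the gene sets. Of the planned results 5 were not run: the shares in promoters and exons and the comparison of the ends of zinc finger genes need strand or exons, and GC content and repeat share need a genome sequence, none of which was used here.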

Results

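The study profiled chromatin in BJ cells, a human foreskin fibroblast line, by CUT&RUN. In this assay an antibody bound to permeabilised cells recruits a protein A/G-micrococcal nuclease fusion, and the DNA cut out around the bound site is sequenced. The labels describe 4 groups. H3K9me3, the trimethylation of histone H3 lysine 9 that marks heterochromatin, was profiled in 3 samples given non-targeting siRNA and in 3 samples given siRNA against ERH. SOX2, a transcription factor, was profiled in 2 control and 2 ERH knockdown samples collected 48 hours after infection with Sendai virus carrying OCT4, SOX2, KLF4 and c-MYC, the factors used to reprogram fibroblasts. The siRNA was used at 5 nM in 2 rounds set 3 days apart. The comparisons the design implies are knockdown against control for H3K9me3 and, separately, for SOX2. They ask whether loss of ERH changes heterochromatin and the access of a reprogramming factor.

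The file analysed here was the merged list of H3K9me3 regions of the ERH knockdown group, which pools its 3 samples into 1 list. Values of the control H3K9me3 group and of both SOX2 groups were not analysed here, so neither knockdown comparison was made. A region in the list shows that H3K9me3 was called there after ERH knockdown and carries no information on the control cells. The list has no read counts and no columns per sample. The sequencing depth is therefore unknown, and no value below has a standard deviation between replicates. Every test of position below is between this list and the same list placed elsewhere on the chromosomes.

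The list held 10536 regions, of which 10507 lay on chromosomes 1 to 22, X and Y, 28 on 5 unplaced, unlocalised or alternate contigs and 1 on the mitochondrial chromosome. Together they covered 50.4 Mb (95% bootstrap interval over regions 49.3 to 51.6 Mb). On chromosomes 1 to 22, X and Y this was 1.63% of the summed chromosome spans. The median region length was 3530 bp (95% binomial interval of the median 3496 to 3563 bp), and the 5th and 95th percentiles were 2063 and 10458 bp. Long regions were few. The 565 regions of at least 10 kb held 23.8% of the summed region length, and the 33 regions of at least 50 kb held 4.82%. These intervals cover sampling of regions within this list only. Keeping only the 5268 regions with a score at or above the median moved these values most, to a covered length of 34.8 Mb and a median length of 4788 bp.

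Each region carries a score that the authors deposited without a unit. The scores ran from 12640 to 48588344 with a median of 24180. Scores near the lowest one were common, with 30.3% of regions within 1.5 times the lowest score and 53.3% within 2 times. Longer regions had higher scores, with a Spearman rho of 0.77 across regions (permutation test, two-sided p = 1e-05, the smallest that 100000 permutations can give) and a Pearson r of 0.67 between the log10 values. Regions are not independent replicates. The median score per base pair was 6.98, and the 5th to 95th percentile range was 4.36 to 12.5. Scores per base pair above 20 were found in 153 regions. Of the rows, 17 had a piece number above 1 and repeated the score of the row before them, so a score per base pair of these rows has no clear meaning.

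**Figure D1:**
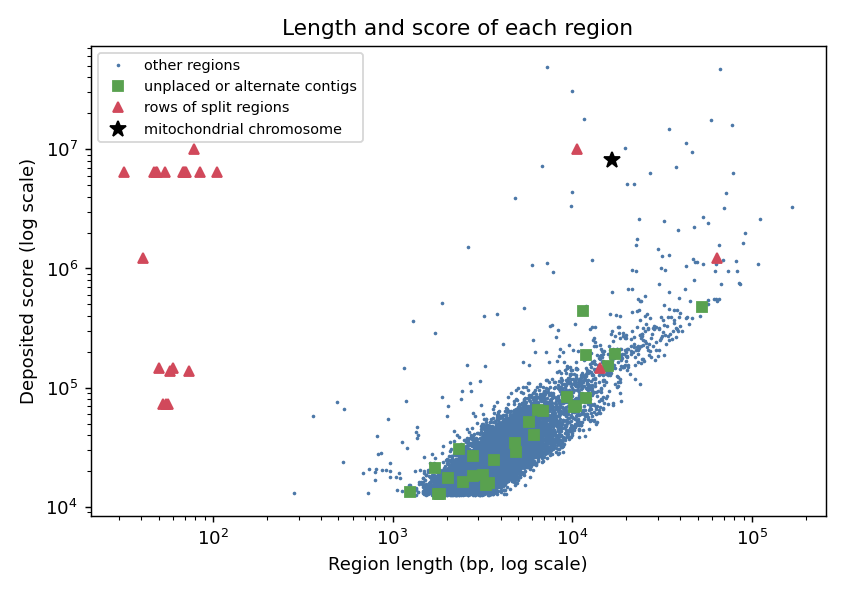
Deposited score of each region (log scale, no unit given) against its length in bp (log scale), with 1 symbol per row of the pooled ERH knockdown list. Most regions follow 1 trend (Spearman rho 0.77 over all rows), while most of the 23 rows of split regions lie far above it at short lengths and the mitochondrial region lies above it at 16569 bp.

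The regions were spread unevenly over the chromosomes. Chromosome 19 had the highest covered share, 5.62% of its span (95% bootstrap interval over regions 4.90 to 6.43%) in 432 regions. The other 21 autosomes ranged from 1.01% on chromosome 22 to 3.55% on chromosome 21, with a median of 1.48%, so that chromosome 19 was 3.81-fold above this median. The covered share of chromosome 19 stayed between 5.06% and 5.88% under the alternatives tried. Chromosome X had the lowest share, 0.40% in 80 regions, which is 0.51 regions per Mb against at least 2.35 per Mb on each autosome. Chromosome Y had 50 regions covering 0.82% of its span. Chromosomes are not replicates, and no test was made between them.

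**Figure D2:**
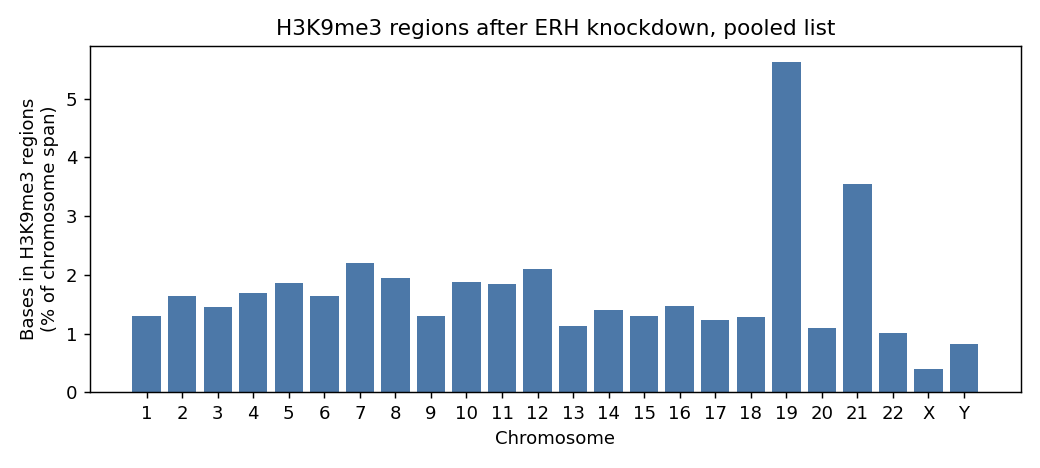
Share of each chromosome's span, in percent, that lies in an H3K9me3 region of the pooled ERH knockdown list. The bars are single values without error; chromosome 19 (5.62%) and chromosome 21 (3.55%) are the highest and chromosome X (0.40%) is the lowest.

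Neighbouring regions lay closer together than random placement gives. The median gap between neighbours was 122 kb, whereas 1000 lists with each region placed at random on its own chromosome gave a median gap of 190.0 kb ± 1.96 (SD over placements) and none below 184 kb (permutation test by random placement, two-sided p = 0.001, the smallest that 1000 placements can give). Gaps under 10 kb made up 11.9% of all gaps. The random placements could also fall into assembly gaps, which lengthens their distances.

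The 5 longest regions were chosen by rule before the data were examined. The labels do not state the genome build. The contig names in the list are those of GRCh38, and positions here are given as in the list and compared with GRCh38 gene positions. The gene table has no exons, so no region was assigned to exons or introns. The longest region spanned chromosome 21 from 10324895 to 10492295 (167401 bp) and overlapped no protein-coding gene. The next lay on the same chromosome from 10630431 to 10741362 (110932 bp), again without a protein-coding gene. The third spanned chromosome 12 from 37898332 to 38007072 (108741 bp) and overlapped no annotated gene. The fourth spanned chromosome 3 from 75665312 to 75756839 (91528 bp) and overlapped the protein-coding genes FRG2C and ZNF717. The fifth spanned chromosome 19 from 27328886 to 27418343 (89458 bp) and overlapped no annotated gene.

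The regions were depleted from gene bodies. Of the bases in regions, 27.3% (13.7 of 50.2 Mb) lay within protein-coding genes. When the whole list was rotated around each chromosome, which keeps region lengths and spacing, the share was 44.4% ± 1.24 (SD over 10000 rotations), and 95% of rotations fell between 42% and 46.8% (rotation test, a circular permutation of region positions, two-sided p = 0.0001, the smallest that 10000 rotations can give). The alternative that moved this value most counted all annotated genes in place of protein-coding genes, which gave 42.4% against 58.9% after rotation (two-sided permutation p = 0.0001). Within 5 Mb of the chromosome ends lay 10.1% of region bases on the autosomes and X, against 7.90% ± 1.28 (SD) after rotation, a difference that did not pass the threshold (two-sided permutation p = 0.072). This result depended on the setting, and within 2 Mb of the ends the share was 4.93% against 3.22% after rotation (two-sided permutation p = 0.04).

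In all, 2101 of 20037 protein-coding genes (10.5%) overlapped a region by at least 1 bp. No region overlapped ERH itself, the siRNA target on chromosome 14, where the nearest region, at 69741118 to 69744765, was 343 kb away. None overlapped SOX2 on chromosome 3 either, and the nearest region, at 181508536 to 181511701, was 200.2 kb away.

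Gene sets fixed before the data were examined were then compared with rotated lists. Of the 10 sets, 1 passed an adjusted p of 0.05 (Benjamini-Hochberg over the 10 sets), and the same 1 set passed at an unadjusted p of 0.05. This was the set of 566 C2H2 zinc finger genes, defined by symbol. Of these, 310 overlapped a region, or 54.8% (Wilson 95% interval 50.7 to 58.8%), against 16.9% ± 2.51 (SD) after rotation. The overlap was 3.25-fold above the rotation mean (two-sided permutation p = 0.0001, adjusted p = 0.001). The alternative that moved this fold most required at least 10% of the gene body to be covered and gave 5.02. On chromosome 19, 183 of 262 zinc finger genes overlapped a region, or 69.8% (Wilson 95% interval 64.0 to 75.1%). On the other chromosomes 127 of 304 did, or 41.8% (Wilson 95% interval 36.4 to 47.4%), and the set stayed 3.09-fold above rotation without chromosome 19 (adjusted permutation p = 0.001, and 0.001 to 0.01 over the alternatives). Outside the set, 9.20% of 19471 protein-coding genes overlapped a region. Gene length and clustering differ between these classes, so only the comparison with rotation was tested.

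Among zinc finger genes of at least 5 kb, the 3 with the largest covered share of the gene body were ZNF404, ZNF595 and ZFP37. ZNF404 was covered over 95.4% of its length by 2 regions on chromosome 19, at 43853070 to 43877682 and 43878218 to 43885353. ZNF595 was covered over 94.8% by 2 regions on chromosome 4, at 35440 to 72205 and 74018 to 101672. ZFP37 was covered over 90.7% by 1 region on chromosome 9, at 113038130 to 113055017. The median covered share over the 310 overlapping zinc finger genes was 27.5%. Reads shared between near-identical zinc finger genes make the assignment to a single gene uncertain, since the handling of such reads is not stated.

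**Figure D3:**
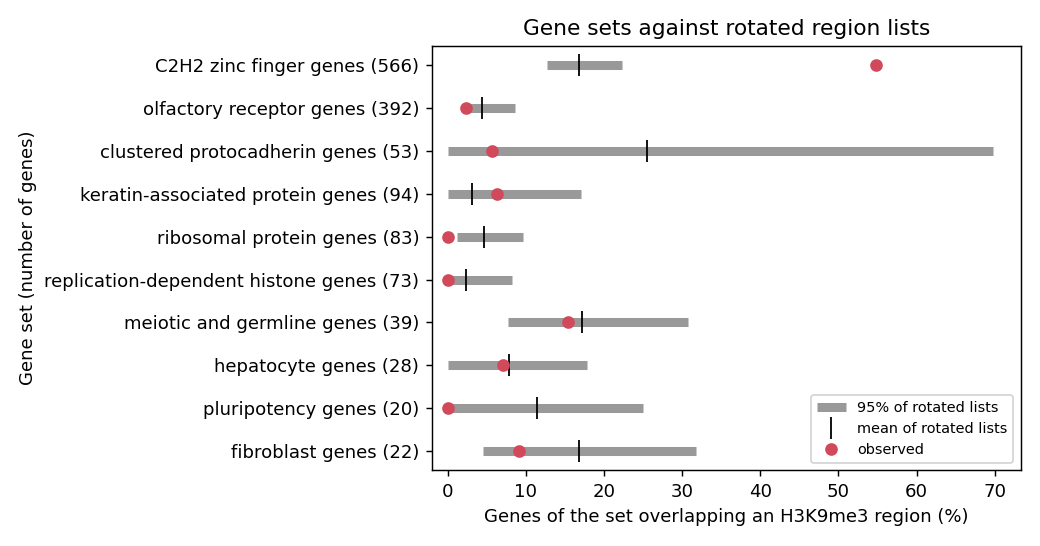
Percent of the genes of each set that overlap an H3K9me3 region (red points), with the mean (black ticks) and the central 95% (grey bars) of 10000 rotated lists; the number of genes is in brackets. The zinc finger genes, at 54.8%, lie to the right of their rotated range of 12.7 to 22.3%; only the ribosomal protein genes, at 0%, also lie outside their grey bar, which starts at 1.20%, and their two-sided permutation test gave p = 0.058.

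The other 9 sets did not differ from rotation after adjustment. Meiotic and germline genes overlapped regions in 6 of 39 cases (15.4%, against 17.2% ± 5.95 after rotation, adjusted permutation p = 0.92). Hepatocyte genes did so in 2 of 28 cases (7.14%, against 7.87% ± 4.96, adjusted permutation p = 1). The set of 20 pluripotency genes had 0 overlaps, which allows a share of up to 15%, against 11.4% ± 6.60 after rotation (adjusted permutation p = 0.29). Olfactory receptor genes overlapped in 9 of 392 cases (2.30%, against 4.43% ± 1.59, adjusted permutation p = 0.29). Keratin-associated protein genes did so in 6 of 94 cases (6.38%, against 3.18% ± 4.21, adjusted permutation p = 0.29), and clustered protocadherin genes in 3 of 53 (5.66%, against 25.5% ± 21.5, adjusted permutation p = 0.59). Errors here are SDs over rotations, and each p is adjusted over the 10 sets. Sets of this size could not show small differences. Of rotations, 95% gave between 7.69% and 30.8% for the meiotic genes and between 0% and 25% for the pluripotency genes. The central 95% also began at 0% for hepatocyte, keratin-associated protein and clustered protocadherin genes. For the pluripotency genes 0 overlaps, the lowest possible value, gave an unadjusted two-sided permutation p of 0.12. A depletion of any size therefore could not have passed in that set.

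The remaining sets included ribosomal protein and fibroblast genes as controls assumed to be active in these cells. Their expression was not measured here. Ribosomal protein genes had 0 of 83, which allows a share of up to 3.61%, against 4.64% ± 2.30 (SD) after rotation (unadjusted two-sided permutation p = 0.058, adjusted p = 0.29). Replication-dependent histone genes had 0 of 73, which allows up to 4.11%, against 2.32% ± 2.55 (adjusted permutation p = 0.59). Fibroblast genes overlapped in 2 of 22 cases (9.09%, against 16.8% ± 7.60, adjusted permutation p = 0.59). These limits cover counting error only, and genes within a cluster are not independent. For the ribosomal protein and histone genes 0 is the lowest possible share, with unadjusted two-sided permutation p of 0.058 and 0.47. A depletion of any size therefore could not have passed the threshold in them, and its absence is not shown.

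Of the meiotic and germline genes that overlapped a region, PIWIL4 had the largest covered share, 10.7% of its length, by a region on chromosome 11 at 94609169 to 94614946. HORMAD2 was covered over 6.43% by 2 regions, and DMC1 over 5.81%, ASZ1 over 4.96%, SMC1B over 2.86% and SYCP1 over 1.60% of the gene length by 1 region each. Of the hepatocyte genes, TF was covered over 3.79% of its length by a region on chromosome 3 at 133789933 to 133795032. The 2 fibroblast genes with a region, named after their values were seen, were DCN (9.25% covered) and PDGFRA (7.67% covered). The 3 clustered protocadherin genes with a region, all on chromosome 5, were also named after their values were seen. PCDHB15 was covered over 100% of its length by a region at 141243173 to 141278765, PCDHB10 over 25.4% by a region at 141194810 to 141199368, and PCDHA1 over 1.45% by a region at 140754320 to 140789421. How reads shared between similar genes were handled is not stated, so assignment to a single gene is uncertain.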

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

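All tests in this part were chosen after the result was seen. Signals outside the nuclear chromosomes drew attention because the rotation tests above do not use them. The covered length, the median length and the correlation of length with score do include them. The first was the mitochondrial chromosome, which was called as a single region from 1 to 16569 with a score of 8061291, or 487 score units per base pair. Mitochondrial DNA carries no histones, so H3K9me3 on the mitochondrial DNA itself would not explain a signal there. The handling of reads shared between similar sequences is not stated, so reads from marked nuclear sequence were not excluded. The score per base pair was 69.7 times the median of the nuclear regions. Abundant mitochondrial DNA cut without a histone target is a possible explanation. The 69.7 restates the signal and does not test it. No library made with a control antibody was used here, so the explanation stays open, and no biological explanation was tested. The region held 1.12% of the summed score of the unsplit regions.

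The second was the set of 28 regions on 5 unplaced, unlocalised or alternate contigs, covering 219 kb, the longest 52627 bp. Pile-up of reads from many repeat copies would raise their score per base pair. Their median was 7.89, against 6.98 for the nuclear regions and 12.5 at the 95th percentile of these, and 3 of the 28 lay above that percentile. The median lay above the nuclear median and below that percentile, which neither shows nor excludes pile-up, and the list has no read depth to decide it. Whether the contigs carry H3K9me3 because of their position in the genome was not tested, and no biological explanation was tested for them.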

How the results depend on the processing

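Over 19 results, 149 values were computed under alternatives. Of these, 135 kept their direction and their side of the threshold. Where there was no test, this means staying within their interval or, for counts, within 1.5 times the main count. Part of the 135 carries no information. Leaving out regions cannot add an overlap to a set with 0 overlaps, and leaving out chromosome Y cannot move the share of chromosome 19. The 135 is therefore not a measure of robustness. The zinc finger overlap stayed above rotation with an adjusted p under 0.05 in all 9 alternatives, from 2.92-fold with independent uniform placement to 5.02-fold with at least 10% of the gene body covered. The number of gene sets past the threshold was 1 in each alternative. With rings without stretches that hold no region, the zinc finger set and the other sets kept only genes reaching outside such stretches. The share of region bases in protein-coding gene bodies stayed below its rotations in all 9 alternatives, and the shorter gaps between neighbours and the correlation of length with score stayed past the threshold in each alternative tried for them.

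The share of region bases near chromosome ends passed the threshold in 4 alternatives and not in the main setting: 10.1% with independent uniform placement, which breaks the clustering of regions by construction (two-sided permutation p = 0.001), 9.91% without chromosome 19 (p = 0.031), 4.93% within 2 Mb of the ends (p = 0.04) and 10.5% with regions of at most 20 score units per base pair (p = 0.027), the last chosen after the data were seen. The cause was not tested.

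Of the gene sets that did not pass, 2 changed direction without passing. Clustered protocadherin genes went from 0.22-fold to 1.28-fold with at least 10% of the gene body covered (adjusted permutation p = 1, and 0.51 to 1 over its alternatives). Hepatocyte genes went from 0.91-fold to 1.63-fold with regions at or above the median score and to 1.19-fold with rings without stretches that hold no region (adjusted permutation p = 1 in both, and 0.68 to 1 over its alternatives). Each rests on at most 3 genes, so the direction carries no information. Rings without stretches that hold no region also left out the genes lying wholly in such stretches, so the hepatocyte set itself was smaller there.

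Keeping regions at or above the median score gave, by construction, 5268 regions, with 34.8 Mb covered and a median length of 4788 bp. A minimum length of 2 kb raised the median length to 3614 bp. Joining regions within 5 kb gave 52.3 Mb and a median of 3567 bp. Leaving out regions above 20 score units per base pair, chosen after the data were seen, gave 48.1 Mb.

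No paired analysis was possible because the deposited list pools the replicates and holds 1 group. Leaving out each replicate in turn was not run because the list records no replicate. Counting overlap within 1 kb of gene starts was not run because the gene table has no strand. The alternatives planned for the 5 results not run, including promoters of 5 kb, were not run either. The unknown depth limits each result without an overlap. A gene without a region is not shown to lack H3K9me3.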

Other observations

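All tests in this part were treated as chosen after the result was seen. This includes the one restricted to regions under 10 kb, which is not among the alternatives listed above. The first hypothesis is that the list was called on another assembly and then converted to GRCh38. Of the 10536 rows, 17 had a running number from 2 to 11. All 17 directly followed a row with the same score and the number before it. They belonged to 6 regions, 5 of which had pieces on more than 1 chromosome. Of these 17 rows, 16 were under 200 bp long, with a median of 68 bp over all 17. This is the pattern that a coordinate conversion that reports every piece of a split region would give, and it suggests that these rows are such pieces.

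The order of the rows bears on the same hypothesis. In a list sorted on its own coordinates no row starts before the row directly above it on the same chromosome. Among rows with the running number 1, 65 did so, on 10 nuclear chromosomes and 1 alternate contig, and 58 of them were in runs of at least 2. The longest run had 16 rows, on chromosome Y, and 11 such rows lay on each of chromosomes 11 and 21. The median backward step was 22.9 kb, although the largest was 24.0 Mb. Short steps in descending runs are consistent with segments that are inverted in the assembly of origin. Replicate lists placed one after another would overlap at most shared regions, but only 5 regions of the list overlapped another one, which argues against that account. The assembly of origin is not named in the list. Regions that could not be converted would be absent from it, so the number of regions and the covered length may understate what was called.

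High scores per base pair may have the same origin. Among unsplit nuclear regions 130 exceeded 20 score units per base pair, and 54.6% of them lay within 1 Mb of the longest stretch without a protein-coding gene on their chromosome, against 4.76% of the other unsplit nuclear regions. The highest score, 48588344, belonged to a region of 7254 bp on chromosome 1 at 121736383 to 121743636. At the median score per base pair that score would need 6.96 Mb. In all, 8 such regions exceeded the mitochondrial region in score per base pair. A score kept from a longer region before a coordinate conversion would give such values, and so would reads from many satellite copies placed on a few assembled ones. The list has no original lengths or read depth, so these accounts cannot be told apart for the 130 regions. The 10 highest scores made up 30.9% of the summed score of unsplit rows, so a sum or mean of the deposited scores would rest on them.

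The zinc finger overlap was tested against several technical accounts. A mismatch of genome builds would mean that some shift of the list fits the gene table as well. The unshifted list overlapped 310 zinc finger genes, shifts of 2 kb gave 309 and 314, and shifts of at least 10 kb gave at most 260, falling to 99 and 103 at 1000 kb. This argues against an offset of 10 kb or more for most of these genes. A few long regions are not the whole cause either, because the 9971 regions under 10 kb still overlapped 39.0% of the set against 14.5% after rotation, 2.70-fold (two-sided permutation p = 0.0001). Reads shared between near-identical genes stay open. Olfactory receptor genes, another clustered family, were at 0.52-fold, but 95% of rotations gave them between 2.04% and 8.67%, which includes the observed 2.30%, and sharing of reads specific to zinc finger arrays could not be examined. H3K9me3 at these genes in this cell line remains a biological explanation, and whether ERH knockdown changed it was not tested here.

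Chromosome X held 0.51 regions per Mb against 3.61 on the autosomes as a whole. A candidate explanation is that X is present in 1 copy, which would lower its scores to those of 1 copy in place of 2 and drop regions below the lowest score. At 2 times the lowest score the autosomes still held 1.68 regions per Mb, and the lowest of the 22 autosomes held 1.10. The autosomes came down to the level of X at 3.79 times the lowest score. The calculation assumes that region boundaries do not move when signal drops. Regions that shrink would lose more of their score, since score grows with length, and the list cannot show this, so the explanation stays open. Chromosome Y, at 0.87 regions per Mb, was also below each autosome. However, the median score per base pair was 14.2 on Y, 6.33 on X and between 6.34 (chromosome 21) and 8.17 (chromosome 19) on autosomes. The density on Y is therefore not used as support for the 1-copy explanation. All these densities divide by whole chromosome spans, without taking out stretches as a stand-in for gaps. The median score was 25786 on X and 24136 on autosomes. Sequence composition, repeats and conversion losses on X were not examined.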
